A study of Mus musculus with 2 samples. Its data were reported in "Intrinsic Muscle Stem Cell Dysfunction Contributes to Impaired Regeneration in the mdx Mouse" (2024).

How the data were processed

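Muscle stem cells (MuSCs) were isolated from hindlimb muscle of *mdx* mice, which lack the muscle isoform of dystrophin through a nonsense mutation, either without injury or 5 days after cardiotoxin injury (5 dpi). Cells were sorted as negative for 7-AAD and for the lineage markers CD11b, CD45, CD31 and Sca1, and as positive for Integrin-α7 and GFP, the latter labelled through *Myf5*-driven recombination. Single-cell libraries followed the 3' v3 protocol of 10X Genomics, in which reads come from the 3' end of polyadenylated transcripts and each molecule carries a unique molecular identifier (UMI). Each group holds 1 library, and the labels do not say how many mice entered it. A further 2 matrices of the series have no sample record and were not used here.

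The deposited values are raw UMI counts per gene and barcode, made by the authors with Cell Ranger 7.1.0 on mm10 per the submitters' processing notes. The matrices are the filtered ones, so that empty droplets had been taken out by the authors. Whether intronic reads were counted is not given in the sources used here, and introns add counts to long genes. Both matrices list 32285 genes, of which 32235 have an Ensembl identifier in GENCODE release M21, an annotation of GRCm38, the assembly that mm10 names. Coordinates are from that annotation.

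Barcodes were kept with at least 500 detected genes and at most 15% mitochondrial UMIs. Scrublet (in scanpy 1.11.5) marked 0 doublets in either library at its automatic threshold. The top-scoring 0.8% per 1000 barcodes were removed instead, as fixed before the data were examined for fewer than 0.5% marked. This marked 571 barcodes of the uninjured and 331 of the 5 dpi library. Counts were scaled to 10000 UMIs per cell and log-transformed, and 2000 variable genes were chosen with the library as batch. These were scaled over both libraries, and 30 principal components and 15 nearest neighbours entered Leiden clustering (leidenalg 0.10.2) at resolution 0.8. Both libraries were clustered together with no integration. Clusters were named from 15 marker lists fixed before the data were examined. A cluster took the name of the list with the highest mean log2 fold, with at least 3 of its markers detected in 10% of the cells at a log2 fold of 0.5 or more. Non-myogenic names needed a mean of at least 2 against all other cells and were given first. The other clusters were then compared with myogenic cells alone, and stayed unnamed where another class had more markers among the top 10 genes or where depth was low and no marker led. The thresholds of this naming step were set after the data were seen. Quiescent, early activated and activated MuSC-like clusters were pooled as uncommitted, cycling progenitor-like clusters stood for progenitors, and committed progenitor- and myocyte-like clusters were pooled as differentiating.

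With 1 library per group there is no replicate check and no test, and no p-value or standard error was made from cells. Shares of cells carry exact Clopper-Pearson 95% intervals and their differences Newcombe intervals. Shares of cells with a UMI were compared after thinning each cell to 2000 UMIs, with shallower cells left out. For expression, the UMIs of each gene were summed over the cells of a class per library and scaled by the class's total UMIs to CPM, with exact Poisson 95% intervals. Log2 ratios (5 dpi over uninjured) used 1 CPM as pseudocount, with exact conditional 95% intervals for the ratio of Poisson counts. All intervals cover counting error only, not differences between mice or sorts. For 21 gene lists fixed before the data were examined, the median log2 ratio of members with at least 50 UMIs was set against 10000 random lists of equal size, drawn for each member from the 100 genes nearest in expression. The percentile describes these libraries, not the conditions. Members at least 1.5 times higher or lower were counted. The list of genes behind the lineage-negative gate (*Itgam*, *Ptprc*, *Pecam1*, *Ly6a*) had too few measured members in myogenic cells for a median, and its genes are given singly.

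Genes named in the text followed a rule fixed before the data were examined. It took 16 genes of the study's questions, the 10 highest and 10 lowest log2 ratios over myogenic cells among genes at 50 CPM or more in at least 1 library, the 6 highest and 6 lowest within uncommitted cells, and up to 4 members per list with the largest absolute log2 ratio. Predicted gene models, *Xist* and Y-linked genes were skipped there. Genes named outside the rule are said to be so, and not every gene that the rule takes is reported.

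The ratio and list steps were tested on simulated Poisson counts drawn from the real pooled means and totals, the model that the intervals assume. Such counts hold no spread between cells and no link between genes, so they check the computation only. Over myogenic cells (3590 genes tested), 100.0% of the 50 genes at each of 4 simulated sizes came back within 0.2 log2 units, and the counting interval covered 0 for 95.3% of 3390 unchanged genes. Of 200 unchanged lists, 2.5% lay outside the middle 95% of matched lists. Within uncommitted cells (3529 genes tested) the recovery was also 100.0% at each size, and 4.5% of unchanged lists lay outside. Alternatives covered the cell filter, doublets kept, clustering, depth, scaling (TMM factors of edgeR 4.0.16 and size factors of DESeq2 1.42.0), equal weight per cell, pseudocount and minimum counts. Leaving out cluster 8 was added after seeing the data. Analyses ran in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3) and R 4.3.3.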

Results

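The transcriptomes of single MuSCs were compared between uninjured and regenerating dystrophin-deficient muscle. The uninjured library held 8449 barcodes with 50603129 UMIs, and the 5 dpi library held 6429 barcodes with 61281946 UMIs. After filtering and removal of predicted doublets, 7245 uninjured and 5636 5 dpi cells remained. The libraries differed in depth, with a median of 3837 UMIs and 1807 genes per uninjured cell and 8847 UMIs and 3099 genes per 5 dpi cell. Median mitochondrial content was 4.98% and 4.96%. Each group was a single library, so every comparison describes these 2 libraries, with intervals for counting error only.

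*Dmd* (ENSMUSG00000045103, X:82948870-85206141, + strand, GRCm38), the gene mutated in *mdx* mice, was present at 805 CPM (95% exact Poisson interval 797 to 814) in uninjured and 646 CPM (639 to 653) in 5 dpi myogenic cells. A 3' tag lies outside the nonsense mutation, so these counts check neither the genotype nor the protein. The Y-linked gene *Ddx3y* was present at 63.5 and 71.4 CPM, and *Xist*, the X-inactivation transcript, at 0.40 and 0.18 CPM, so male cells were present in both libraries. The gate had excluded cells bearing CD11b, CD45, CD31 and Sca1. In myogenic cells, the genes for these proteins were at 0.047 and 0.15 CPM (*Itgam*), 0.071 and 0.13 CPM (*Ptprc*), 1.16 and 5.61 CPM (*Pecam1*) and 2.82 and 4.64 CPM (*Ly6a*), in the uninjured and 5 dpi library respectively. Clusters named by marker lists that hold these genes had been left out of the myogenic cells, so these values do not check the gate. In the fibro-adipogenic progenitor-like cells left out, *Ly6a* was at 902 and 989 CPM.

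To ask how far cells stood along the myogenic trajectory, cells of both libraries were clustered together. Uncommitted MuSC-like cells were the majority in both, at 78.5% of uninjured (5539 of 7058, 95% interval 77.5 to 79.4) and 83.2% of 5 dpi myogenic cells (4622 of 5554, 82.2 to 84.2). Progenitor-like cells, in clusters 8, 10 and 12 with high *Mki67*, *Top2a* and other cycling markers, made up 11.8% (11.0 to 12.6) and 6.75% (6.11 to 7.44). Cluster 8 held 7.51% of uninjured and 0.63% of 5 dpi myogenic cells, cluster 10 held 2.59% and 5.02%, and cluster 12 held 1.69% and 1.10%. The lower progenitor-like share at 5 dpi thus rested on cluster 8. Differentiating-like cells made up 5.74% (5.21 to 6.31) and 9.54% (8.78 to 10.3). Committed progenitor-like cells, led by *Myog*, *Actc1* and *Cdkn1c*, numbered 250 and 518, whereas myocyte-like cells with *Myh3*, the embryonic myosin heavy chain, numbered 155 and 12. The differences, 5 dpi minus uninjured, were 4.74 percentage points (3.36 to 6.11) for uncommitted, -5.04 (-6.03 to -4.03) for progenitor-like and 3.80 (2.87 to 4.76) for differentiating-like cells. With genes scaled within each library before clustering, the uncommitted difference was -3.74 and the differentiating-like one -2.04 points, so the direction of both hung on that choice. Clusters left unnamed held 9.15% of uninjured and 18.3% of 5 dpi myogenic cells there, against 3.996% and 0.49% in the main setting. Over the 7 alternatives the differences ran from -3.74 to 13.1 points for uncommitted, from -2.04 to 4.92 for differentiating-like and from -9.13 to -2.76 for progenitor-like cells, far wider than their counting intervals. Unnamed clusters held 14.2% of uninjured and 1.60% of 5 dpi cells with predicted doublets kept, and 16.4% and 1.51% at resolution 1.2. The ranges thus also reflect which clusters took a name.

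**Figure D1:**
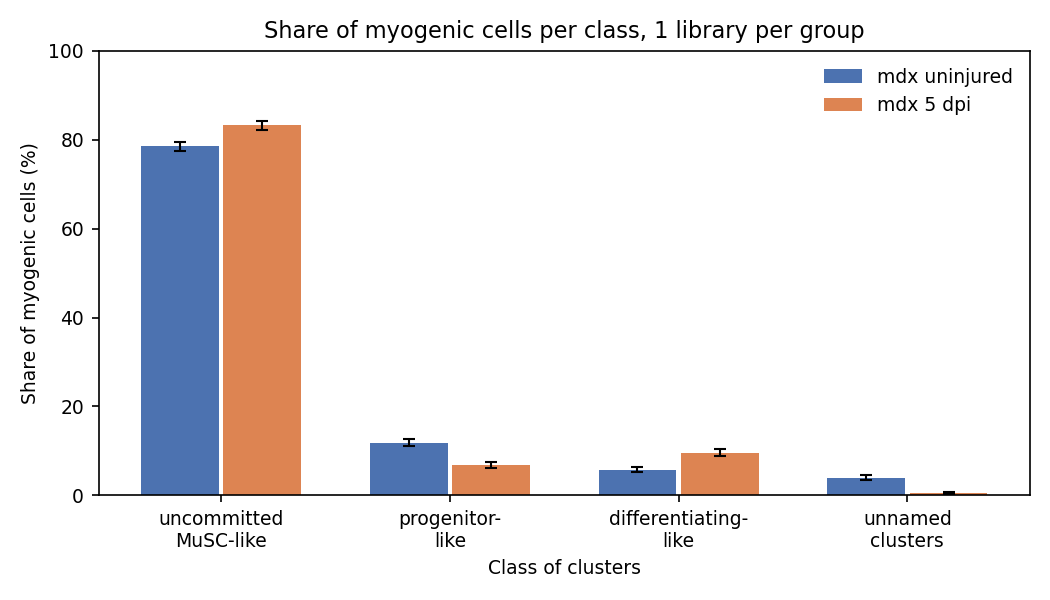
Share of myogenic cells (%, y axis) in each class of clusters (x axis) for the uninjured and 5 dpi *mdx* libraries, with exact 95% binomial intervals as error bars (1 library per group, counting error only). Progenitor-like cells were 11.8% of uninjured and 6.75% of 5 dpi cells, and clusters left unnamed held 3.996% and 0.49%.

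Within the uncommitted class, different clusters held the cells of each library. Uninjured cells lay mainly in cluster 1 (1939 cells, early activated, led by *Hspa1a* and *Hspa1b*), cluster 2 (1676, quiescent, with *Calcr*) and cluster 4 (1188, quiescent, with *Sox8*). The 5 dpi cells lay mainly in clusters 3, 5 and 6 (1577, 1049 and 1031 cells, activated, cluster 3 with *Fn1*, *Tnc* and *Postn*) and cluster 9 (533, early activated, with *Nr4a1* and *Cxcl1*). Interferon-induced genes (*Ifit3*, *Isg15*) led cluster 14, which was also named activated. Support for these names was uneven. Cluster 4 had 3 supporting markers at a mean log2 fold of 0.23. Clusters 5 and 14 had 7 and 5 at 0.35 and 0.38, against 13 at 1.76 for cluster 1. As each of these clusters came mostly from 1 library, their sizes were not compared. Clusters 13, 17 and 21 stayed unnamed and held 3.996% (3.55 to 4.48) of uninjured and 0.49% (0.32 to 0.71) of 5 dpi myogenic cells. Non-myogenic clusters (endothelial-, immune-, fibro-adipogenic progenitor (FAP)-, glial- and pericyte-like) were 2.58% (2.23 to 2.97) and 1.45% (1.16 to 1.80) of all cells kept.

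Proliferating cells were counted by a UMI of *Cenpa*, *Mki67* or *Cdk1*, genes of the centromere, of cycling nuclei and of mitotic entry. At 2000 UMIs per cell, 13.9% of uninjured (13.0 to 14.8) and 8.14% of 5 dpi myogenic cells (7.43 to 8.90) carried one, a difference of -5.75 percentage points (-6.87 to -4.62). Thinning to 2000 UMIs left out 836 uninjured and 63 5 dpi cells. The difference was -2.64 points at 1000 UMIs, with 83 and 17 cells left out, and -16.3 points at 4000 UMIs, with 3713 and 347 left out, so depth and the cells taken changed together and its size was not read. Without thinning the shares were 18.9% (18.0 to 19.8) and 18.2% (17.2 to 19.2), at median depths of 3852.5 and 8850.0 UMIs, so the difference of -0.67 points was within counting error. In endothelial-like cells, the thinned share was 6.82% (3 of 44, 1.43 to 18.7) and 5.56% (1 of 18, 0.14 to 27.3), at median depths of 3261.5 and 5308.5 UMIs. Endothelial cells may divide too, and both myogenic shares lie within both of these intervals.

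*Calcr* (ENSMUSG00000023964, 6:3685680-3764714, - strand), the calcitonin receptor that marks quiescent MuSCs, was seen in 43.1% of uninjured (41.9 to 44.3) and 14.8% of 5 dpi cells (13.9 to 15.8) at 2000 UMIs, a difference of -28.3 percentage points (-29.8 to -26.7). Unthinned shares were 55.9% and 30.1%. Endothelial-like cells gave 0 of 44 and 0 of 18 at that depth but held *Calcr* at 25.6 and 15.3 CPM unthinned, so a background of *Calcr* was present. *Myog* (ENSMUSG00000026459, 1:134289989-134292548, + strand), the myogenin gene of commitment, was seen in 8.05% (7.39 to 8.76) and 8.78% (8.04 to 9.56), a difference of 0.73 points (-0.28 to 1.74) that includes 0, and one of -3.86 points (-5.33 to -2.42) at 4000 UMIs. Unthinned, the *Myog* shares were 10.4% and 12.6%, while its CPM was 287 in uninjured and 222 in 5 dpi cells, so no order was read from the shares. In endothelial-like cells *Myog* was seen in 2.27% (1 of 44) and 0 of 18.

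Summed over myogenic cells, genes of matrix and secreted factors were among the highest ratios at 5 dpi. *Mfap4*, a microfibril protein, was at 3.55 CPM in uninjured and 62.5 CPM in 5 dpi cells (log2 ratio 3.80, 95% counting interval 3.61 to 3.99). *Islr* (log2 2.62), *Gpc3* (2.59), *Mgp* (2.19), and the proteases *Pappa* (2.13) and *Adamts4* (2.13) were also among the 10 highest, as were *Dcx* (3.40), the interferon-inducible GTPase *Iigp1* (2.74) and the NF-kB cofactor *Bcl3* (2.09). The lowest were the heat-shock genes *Hspa1b* (183 and 4.58 CPM, log2 -5.04, -5.19 to -4.89) and *Hspa1a* (328 and 9.41 CPM, -4.98, -5.10 to -4.87), near-identical neighbours on chromosome 17 whose reads can be split uncertainly. *Cavin4* (-3.10), *Eno3* (-2.96), the neuropeptide gene *Gal* (-2.63), *Nrcam* (-2.46), *Hist1h2ae* (-2.36), *Chchd10* (-2.18) and *Hsph1* (-1.96) were also among the 10 lowest. Progenitor-like cells held 29.3% of the uninjured and 9.96% of the 5 dpi myogenic UMIs, so these sums also reflect the mix of cells.

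Stemness and commitment genes differed individually. *Pax7*, the MuSC transcription factor, was at 435 and 386 CPM (log2 -0.17, -0.20 to -0.14) and *Myf5* at 129 and 159 CPM (0.30, 0.25 to 0.35). *Calcr* was at 354 and 104 CPM (-1.76, -1.81 to -1.72) and *Myod1*, a determination factor, at 219 and 89.7 CPM (-1.28, -1.33 to -1.23). *Cdkn1c*, a cell cycle inhibitor of committed cells, was higher at 761 against 373 CPM (1.03), whereas *Myog* (-0.37), the fusion gene *Mymk* (-1.46) and *Acta1* (-1.75) were lower. *Mymk* and *Acta1* are markers of myocyte-like cells, which numbered 155 uninjured and 12 5 dpi cells. The immediate early gene *Fos* was at 798 and 1518 CPM (0.93) and *Jun* at 855 and 837 CPM (-0.03). The polarity genes *Mark2* and *Pard3* had log2 ratios of 0.08 and 0.23.

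Among the gene lists, 2 of the cell cycle stood low over all myogenic cells. Of 24 G2 and M phase genes, 23 were at least 1.5 times lower at 5 dpi and 0 higher (median log2 -1.48, below all 10000 matched lists), with *Ccnb1* at -1.98 and *Cdc20* at -1.89. Of 22 S phase genes, 13 were lower and 0 higher (median -0.67, below all matched lists), with *Rrm2* at -1.47. Both values depended on cluster 8, a cycling cluster of 530 uninjured and 35 5 dpi cells led by *Kcnn4*, *Esm1* and *Hmga1*. Without it, an alternative chosen after seeing the data, the medians were -0.31 for G2 and M phase and 0.14 for S phase. Ribosome biogenesis (12 of 20 lower, median -0.63, below all matched lists, *Nhp2* -1.03) stood at -0.18 without cluster 8. Sarcomere genes (13 of 24 lower, 2 higher, median -0.77, below all matched lists, *Myh3* -2.40) stayed low without it, at -0.73, but were at 0.19 within uncommitted cells. Their median was -0.04 in committed progenitor-like cells. It was -1.65 in the differentiating class, which also pools the 155 uninjured and 12 5 dpi myocyte-like cells. The median over all myogenic cells thus also reflects that mix. Nuclear-encoded oxidative phosphorylation genes had a median of -0.35 (5 of 32 lower, percentile 0.010, *Sdhd* -0.88), and -0.15 without cluster 8. With every cell weighed the same, the medians were -0.79 for G2 and M phase, -0.25 for ribosome biogenesis, -0.13 for S phase, -0.13 for sarcomere and -0.046 for oxidative phosphorylation, the last 3 of which lie within the middle 95% of the matched lists above.

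Extracellular matrix, interferon and cytokine genes stood high. Of 30 matrix genes, 20 were at least 1.5 times higher and 2 lower (median 0.77, above all 10000 matched lists), led by *Fn1* (24.4 and 102 CPM, log2 2.02), *Postn* (1.99), *Col12a1* (1.55) and *Bgn* (1.51). Of 25 interferon response genes, 15 were higher and 1 lower (median 0.80, above all matched lists), among them *Isg15* (1.98), *Irf7* (1.56) and *Stat2* (1.45). The cytokine and NF-kB list (7 of 20 higher, 3 lower, median 0.32, percentile 99.9) included *Stat3* (2.01), *Socs3* (1.92) and *Osmr* (1.67), and its median was 0.20 with a pseudocount of 10 CPM. In endothelial-like cells (89 uninjured and 28 5 dpi cells) its median was 0.63 (4 of 7 higher, 1 lower), with *Socs3* at 3.65, *Stat3* at 1.49 and *Osmr* at -0.02. *Socs3* and *Stat3* were thus higher there too, but free RNA from myogenic cells was not tested for them. Antigen presentation (4 of 13 higher, median 0.36, percentile 98.7, but 0.20 with every cell weighed the same) included *H2-T23* (1.13). The immediate early and dissociation list had a median of 0.59 (13 of 25 higher, 5 lower, above all matched lists) but a mean of -0.09, with *Hspa1a* and *Hspa1b* among the lower members. The median was 0.30 without cluster 8 and 0.28 with every cell weighed the same. In endothelial-like cells it was higher, at 1.83 (12 of 14 higher, 0 lower), so the rise was not limited to myogenic cells. *Egr2* had a log2 ratio of 2.28.

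The remaining lists lay within the middle 95% of matched lists. Their medians were -0.04 for quiescence (5 of 24 lower, with *Calcr*, *Cd34* at -1.94 and *Chrdl2* at -1.52), 0.07 for Notch signalling (0 of 13 higher or lower), -0.17 for commitment and fusion (3 of 19 higher, 5 lower), 0.11 for the dystrophin-associated glycoprotein complex (1 of 16 higher, *Sntb2* at 0.75), -0.10 for polarity (1 of 17 lower, the mitotic kinase *Aurka* at -1.83) and 0.07 for mitochondrially encoded genes (0 of 13). They were -0.27 for glycolysis (2 of 15 higher, *Hk2* at 1.55, and 7 lower, *Eno1* at -1.38), -0.001 for cytosolic ribosomal proteins (1 of 27 higher, 1 lower), -0.004 for p53 and senescence (3 of 17 higher, *Eda2r* at 1.19, and 1 lower, *Sesn1* at -0.67) and -0.01 for TGF-beta response (3 of 16 higher, *Tgfb1* at 1.45, and 2 lower, *Ccn2* at -1.12). With every cell weighed the same, the quiescence median was -0.34 and the commitment and fusion median 0.19, and without cluster 8 they were -0.31 and -0.32, all outside the middle 95% of the main matched lists. Means had the opposite sign to medians for Notch signalling (-0.02), p53 and senescence (0.10) and TGF-beta response (0.07).

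**Figure D2:**
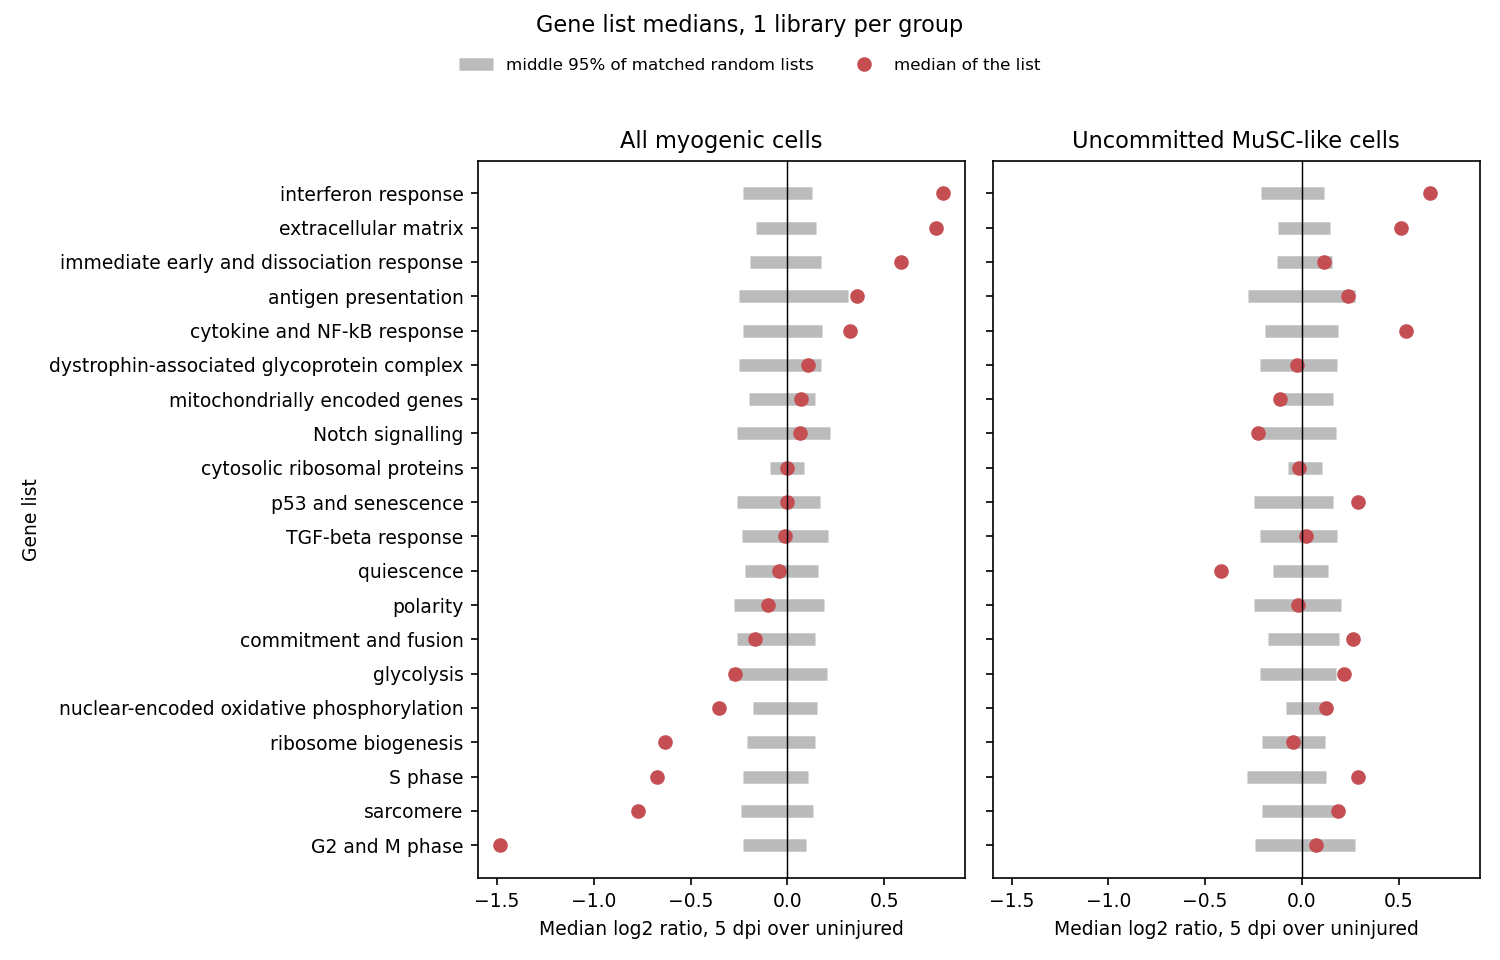
Median log2 ratio (5 dpi over uninjured, x axis) of each gene list (y axis) over all myogenic cells and within uncommitted MuSC-like cells, with grey bars for the middle 95% of matched random lists. Interferon response genes stood at 0.80 over all myogenic cells and at 0.66 within uncommitted cells, whereas G2 and M phase genes stood at -1.48 and 0.07, the latter at -0.50 with the stricter cell filter.

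To leave out progenitor-like and differentiating-like cells, sums were made within uncommitted MuSC-like cells. Quiescence genes were lower there at 5 dpi, with 11 of 24 at least 1.5 times lower and 0 higher (median log2 -0.42, below all 10000 matched lists). *Calcr* was at 622 and 127 CPM (log2 -2.28, 95% counting interval -2.32 to -2.23) and *Pax7* at 689 and 445 CPM (-0.63, -0.66 to -0.60). *Myod1* was at 114 and 47.3 CPM (-1.25), and *Cdkn1c* at 101 and 383 CPM (1.91, 1.85 to 1.97). *Dmd* was at 1327 and 725 CPM (-0.87). Interferon response (16 of 25 higher, 1 lower, median 0.66), cytokine and NF-kB response (9 of 20 higher, 1 lower, 0.54) and extracellular matrix genes (14 of 29 higher, 1 lower, 0.51) all stood above all matched lists. With a pseudocount of 10 CPM the interferon and cytokine medians were 0.48 and 0.28, and with 0.1 CPM the cytokine median was 0.78. Most uninjured cells of the uncommitted class came from clusters 1, 2 and 4 and most 5 dpi cells from clusters 3, 5, 6 and 9. Quiescent MuSC-like cells were 40.6% of uninjured and 3.67% of 5 dpi myogenic cells, early activated ones 31.6% and 11.4%, and activated ones 6.29% and 68.2%. Names with weak support, such as those of clusters 4 and 5, enter these shares. Ratios within the class thus also reflect its mix of states and were not separated from it.

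The 6 highest ratios within uncommitted cells included those of the secreted phosphoprotein gene *Spp1* (5.18 and 75.3 CPM, 3.63, against 190 and 92.5 CPM, -1.03, over all myogenic cells, or 0.13 there with every cell weighed the same), *Mfap4* (3.45), *Dcx* (3.01), *Tmem119* (2.53) and *Iigp1* (2.46). The 6 lowest included *Hspa1b* (-5.80), *Hspa1a* (-5.61), the glutamate receptor gene *Gria1* (-2.62), the laminin gene *Lama3* (-2.60) and *Hsph1* (-2.40). Commitment and fusion (5 of 19 higher, median 0.26, percentile 99.5), p53 and senescence (4 of 17 higher, 2 lower, 0.29, percentile 99.8), sarcomere (9 of 24 higher, 3 lower, 0.19, percentile 98.7), S phase (6 of 22 higher, 0.29, percentile 99.96) and glycolysis genes (2 of 15 higher, 2 lower, 0.22, percentile 99.1) lay above the middle 95% of matched lists. The commitment, sarcomere and S phase lists hold markers that named clusters outside this class, so their places also depend on where cluster borders fell. With the stricter cell filter the S phase, glycolysis and sarcomere medians were -0.08, -0.05 and 0.13. With predicted doublets kept the glycolysis and sarcomere medians were 0.04 and 0.07, and with a pseudocount of 10 CPM the sarcomere median was 0.06. All of these lie within the middle 95% of the main matched lists. The G2 and M phase median was 0.07, within that middle 95%, but -0.50 with the stricter filter, -0.36 with predicted doublets kept and -0.33 with no filter, so no place was read from it. The remaining lists lay within that range, with medians of -0.23 for Notch signalling, 0.11 for the immediate early and dissociation response, -0.03 for the dystrophin-associated glycoprotein complex, -0.02 for polarity, 0.24 for antigen presentation, -0.12 for mitochondrially encoded genes, 0.13 for nuclear-encoded oxidative phosphorylation, -0.02 for cytosolic ribosomal proteins, -0.05 for ribosome biogenesis and 0.02 for TGF-beta response. Here the mean of the immediate early list was -0.42, of the dystrophin-associated list 0.09, of the ribosomal protein list 0.04 and of the TGF-beta list -0.01, each opposite in sign to its median.

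**Figure D3:**
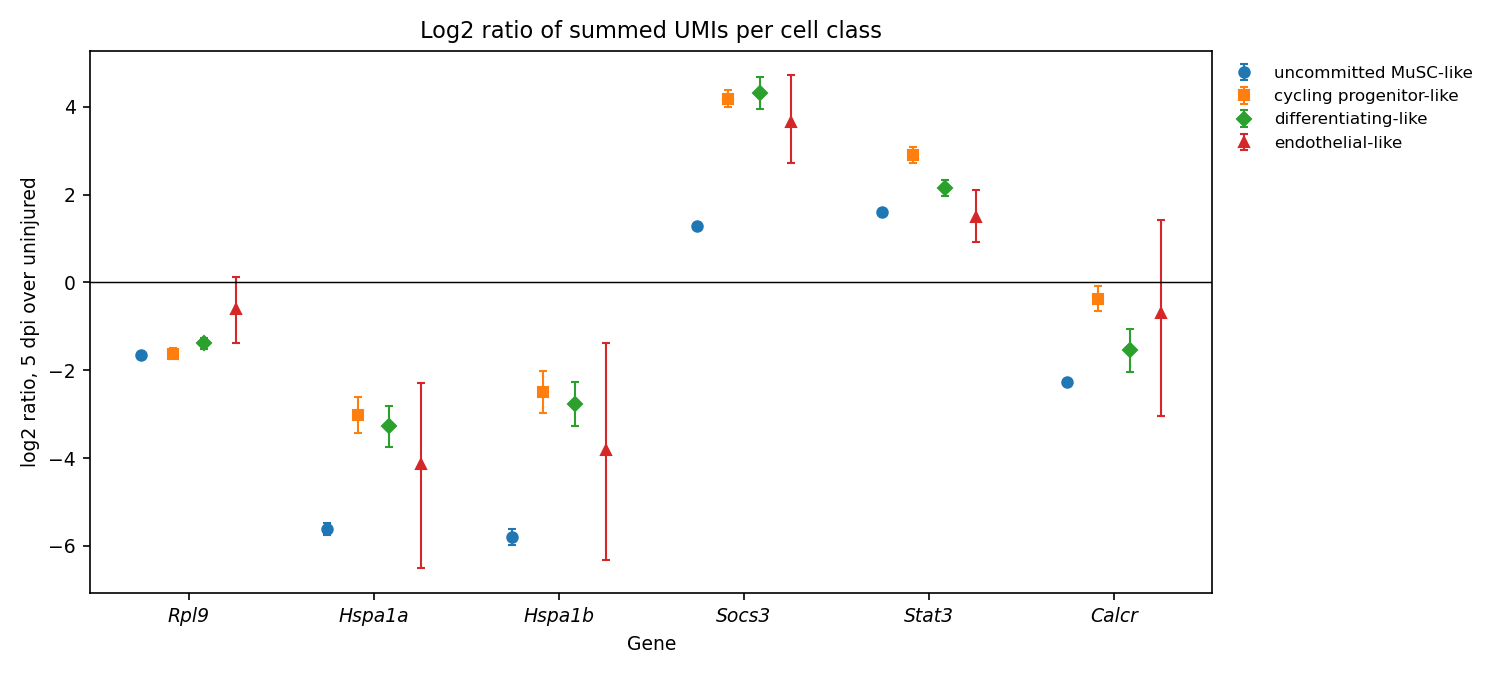
Log2 ratio of summed UMIs (5 dpi over uninjured, y axis) of 6 genes (x axis) in 4 classes of cells, with 95% counting intervals as error bars; *Rpl9* was chosen after its values were seen. *Rpl9* was at -1.65 in uncommitted and -0.61 in endothelial-like cells, and *Calcr* at -2.28 in uncommitted and -0.37 in cycling progenitor-like cells.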

Values the study reported

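The study shows 6980 cells of its uninjured *mdx* library and 5396 of its 5 dpi *mdx* library. It assigned 59% of the uninjured and 63% of the 5 dpi *mdx* library to its clusters of freshly isolated and early activated MuSCs. Its activated MuSC cluster is not named among these, whereas the uncommitted class above includes activated MuSC-like clusters, so the shares are not like for like. Leaving out the activated clusters does not bring the values together. The quiescent and early activated MuSC-like shares given above were both much lower at 5 dpi, unlike the study's share. Those clusters of the study were built on an integration with wild-type libraries. A proliferation marker (*Cenpa*, *Mki67* or *Cdk1*) was found in 18% of uninjured and 16% of 5 dpi *mdx* myogenic cells. Contaminating endothelial, myonuclear and immune clusters were 2.4% of its *mdx* cells.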

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

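All tests in this part were chosen after the results were seen, including the choice of endothelial- and FAP-like cells in place of all non-myogenic cells, because glial-like cells of the uninjured library carried *Pax7* at 676 CPM and immune-like cells at 213 CPM. In the last paragraph, *Gpc3*, *Mgp*, *Adamts4* and *Iigp1* were among the 10 highest in myogenic cells and were also higher at 5 dpi in FAP-like cells. FAP-like cells lie outside the myogenic cells compared in the report (22 uninjured and 23 5 dpi cells).

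*Rpl9*, a ribosomal protein gene named after its values were seen, was lower at 5 dpi in myogenic cells (log2 -1.59). Its annotated copies *Rpl9-ps6* and *Rpl9-ps1* gained 2.91% of the CPM that *Rpl9* lost, so that reads counted on them do not account for it, while reads dropped for matching several places stay open. A difference shared equally by all cells of a library would give the same ratio in every type, but it was -0.61 (95% counting interval -1.39 to 0.13) in endothelial-like and -2.76 (-3.60 to -1.97) in FAP-like cells. These intervals do not cover variation between the few cells of each type. A difference between libraries or animals that varies with cell type and a response to injury both stay open.

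In FAP-like cells the matrix genes *Gpc3* (log2 1.52, 0.06 to 3.38) and *Mgp* (1.17, 0.98 to 1.36), the protease gene *Adamts4* (2.76, 0.87 to 5.46) and *Iigp1* (1.97, 0.54 to 3.81) were higher at 5 dpi. *Gpc3* and *Iigp1* rest on 4 uninjured UMIs each and *Adamts4* on 2. In endothelial-like cells *Gpc3* (0 and 35 UMIs), *Adamts4* (1.81, 0.55 to 3.22) and *Iigp1* (0.99, 0.56 to 1.42) were higher too, whereas the interval of *Mgp* included 0 (0.16, -0.99 to 1.29). Free RNA from other cells was not tested for these genes. In FAP-like cells *Mfap4* was lower (-0.77, -1.26 to -0.25), the interval of *Islr* included 0 (0.45, -0.15 to 1.09), and of 29 matrix genes 6 were higher and 3 lower, with a median of 0.19 above the middle 95% of matched lists (percentile 99.1). Interferon response genes had a median of 1.44 there (5 of 8 higher, 1 lower) and of -0.375 in endothelial-like cells (2 of 13 higher, 3 lower).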

How the results depend on the processing

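Only the alternative without cluster 8 was chosen after its result was seen. The lower progenitor-like share at 5 dpi kept its sign under all 7 alternatives run for it, and the lower *Calcr* share under all 6. Leaving out cluster 8, on which the lower progenitor-like share rested, was not run for the shares. The higher matrix and interferon medians stayed positive over myogenic cells under all alternatives run (0.51 to 0.80 and 0.58 to 0.94), and the lower quiescence median stayed negative within uncommitted cells (-0.44 to -0.31). The higher uncommitted and differentiating-like shares turned sign with genes scaled within each library, where unnamed clusters held more of the 5 dpi cells than in the main setting. The *Myog* share turned sign when thinned to 4000 UMIs. The S phase, G2/M, sarcomere and oxidative phosphorylation medians over myogenic cells turned sign in uncommitted cells alone, and the S phase median also with cluster 8 left out. The S phase and glycolysis medians within uncommitted cells turned sign with the stricter cell filter. Medians within the middle 95% of matched lists were not counted as turned, but some changed sign too, among them G2/M within uncommitted cells with the stricter filter, with no filter and with doublets kept, and oxidative phosphorylation there with the stricter filter. Apart from the settings that take out cells by construction, the cause was not tested. Depth limits genes near the floor, such as *Itgam* and *Ptprc*, and the thinned shares of endothelial-like cells. Leaving out replicates was not possible, and no paired analysis was possible because each group has 1 library. Of the list medians under alternatives, 366 stayed within their counting spread, 107 moved beyond it and 7 turned sign after lying outside the middle 95% of matched lists. Of the named gene ratios, 998 stayed, 269 moved and 2 turned sign, and of the share differences 16 stayed, 20 moved and 3 turned sign.

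With at least 1000 detected genes and at most 10% mitochondrial UMIs per cell, the share differences were 1.77 (uncommitted), -3.72 (progenitor-like) and -4.52 (*Cenpa*, *Mki67* or *Cdk1*) points, and the list medians were -0.018 (quiescence), 0.62 (immediate early) and 0.094 (mitochondrially encoded) over myogenic cells, and within uncommitted cells the medians were -0.31 (quiescence), -0.16 (Notch), 0.26 (immediate early), -0.078 (S phase), -0.50 (G2/M), -0.098 (mitochondrially encoded), -0.019 (oxidative phosphorylation), -0.048 (glycolysis), -0.031 (ribosomal protein) and 0.18 (p53). With no filter beyond the deposited barcodes, the share difference was 9.39 (uncommitted) points, and the list median was 0.035 (mitochondrially encoded) over myogenic cells, and within uncommitted cells the medians were -0.33 (G2/M), 0.33 (commitment), 0.16 (antigen presentation), -0.16 (mitochondrially encoded), 0.039 (oxidative phosphorylation), 0.024 (glycolysis), 0.20 (p53) and 0.13 (TGF-beta). With predicted doublets kept, the share difference was 13.0 (uncommitted) points, and the list median was -0.73 (sarcomere) over myogenic cells, and within uncommitted cells the medians were 0.19 (S phase), -0.36 (G2/M), 0.32 (commitment), 0.072 (sarcomere), 0.051 (oxidative phosphorylation), 0.041 (glycolysis), 0.18 (p53) and 0.14 (TGF-beta). At Leiden resolution 0.4, the share differences were -9.13 (progenitor-like) and 4.92 (differentiating-like) points. At Leiden resolution 1.2, the share differences were 13.1 (uncommitted) and -2.76 (progenitor-like) points. With genes scaled within each library, the share differences were -3.74 (uncommitted), -3.35 (progenitor-like) and -2.04 (differentiating-like) points. Without S, G2 and M phase genes among the variable genes, the share differences were 11.9 (uncommitted), -6.09 (progenitor-like) and 2.47 (differentiating-like) points. Thinned to 1000 UMIs, the share differences were -2.64 (*Cenpa*, *Mki67* or *Cdk1*) and -21.1 (*Calcr*) points. Thinned to 4000 UMIs, the share differences were -16.3 (*Cenpa*, *Mki67* or *Cdk1*), -3.86 (*Myog*) and -21.4 (*Calcr*) points. Without thinning, the share differences were -0.67 (*Cenpa*, *Mki67* or *Cdk1*), 2.25 (*Myog*) and -25.8 (*Calcr*) points. With TMM factors, the list median was 0.060 (mitochondrially encoded) over myogenic cells. With median-of-ratios size factors, the list median was 0.060 (mitochondrially encoded) over myogenic cells. With every cell weighed the same, the list medians were -0.34 (quiescence), -0.076 (Notch), 0.28 (immediate early), -0.13 (S phase), -0.79 (G2/M), 0.19 (commitment), -0.13 (sarcomere), 0.51 (matrix), 0.028 (dystrophin-associated), 0.20 (antigen presentation), -0.080 (mitochondrially encoded), -0.046 (oxidative phosphorylation), -0.22 (glycolysis), 0.032 (ribosomal protein), -0.25 (ribosome biogenesis), 0.12 (p53) and 0.12 (TGF-beta) over myogenic cells, and within uncommitted cells the medians were -0.15 (Notch), 0.65 (matrix), -0.15 (mitochondrially encoded), 0.17 (oxidative phosphorylation), 0.039 (ribosomal protein), 0.011 (ribosome biogenesis) and 0.36 (p53), and the log2 ratios of named genes that turned sign, over myogenic cells, were *Spp1* 0.13 (-1.03 in the main setting) and *Tnnt2* 0.028 (-0.82). With a pseudocount of 0.1 CPM, the list median was -1.55 (G2/M) over myogenic cells, and within uncommitted cells the median was 0.78 (cytokine). With a pseudocount of 10 CPM, the list medians were -0.47 (S phase), -1.11 (G2/M), -0.61 (sarcomere), 0.73 (matrix), 0.58 (interferon), 0.14 (antigen presentation), 0.20 (cytokine) and -0.56 (ribosome biogenesis) over myogenic cells, and within uncommitted cells the medians were 0.15 (S phase), 0.057 (sarcomere), 0.48 (interferon), 0.17 (antigen presentation), 0.28 (cytokine) and 0.16 (p53). With no minimum of UMIs per list member, the list medians were -0.51 (sarcomere), 0.22 (cytokine) and -0.033 (TGF-beta) over myogenic cells, and within uncommitted cells the median was 0.47 (cytokine). With at least 500 UMIs per list member, the list medians were -0.82 (sarcomere), 0.94 (interferon), -0.46 (glycolysis) and 0.27 (TGF-beta) over myogenic cells, and within uncommitted cells the medians were 0.15 (S phase) and 0.55 (G2/M). In uncommitted MuSC-like cells alone, the list medians were -0.42 (quiescence), -0.23 (Notch), 0.11 (immediate early), 0.29 (S phase), 0.071 (G2/M), 0.26 (commitment), 0.19 (sarcomere), 0.51 (matrix), -0.027 (dystrophin-associated), -0.021 (polarity), 0.66 (interferon), 0.54 (cytokine), -0.12 (mitochondrially encoded), 0.13 (oxidative phosphorylation), 0.22 (glycolysis), -0.047 (ribosome biogenesis) and 0.29 (p53). With cluster 8 left out, the list medians were -0.31 (quiescence), -0.12 (Notch), 0.30 (immediate early), 0.14 (S phase), -0.31 (G2/M), -0.32 (commitment), -0.73 (sarcomere), 0.55 (matrix), -0.090 (dystrophin-associated), 0.70 (interferon), -0.079 (mitochondrially encoded), -0.15 (oxidative phosphorylation), -0.18 (ribosome biogenesis) and 0.10 (TGF-beta) over myogenic cells.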

Other observations

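The tests of this part were chosen after the results were seen. In cycling progenitor-like cells, 25 of 29 extracellular matrix genes were at least 1.5 times higher at 5 dpi (median log2 1.42), as were 19 of 22 interferon response genes (1.21) and 19 of 25 immediate early genes (1.36, against 0.11 in uncommitted cells). Immediate early genes were also higher in endothelial-like (12 of 14, 1.83) and FAP-like cells (12 of 14, 2.09), and *Socs3* in both (3.65 and 2.23). The immediate early rise was thus not limited to cycling progenitor-like cells, but in uncommitted cells 5 of 25 were higher and 7 lower. Of 24 quiescence genes in cycling progenitor-like cells, 14 were higher and 2 lower (0.69). Ribosome biogenesis (17 of 20 lower, -0.85) and glycolysis genes (8 of 14 lower, 1 higher, -0.74) stood low. Most uninjured cycling cells lay in cluster 8 (530 of 832) and most 5 dpi ones in cluster 10 (279 of 375).

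Committed progenitor-like cells, all of cluster 7, had interferon response genes at a median of 0.94 (14 of 20 higher), matrix genes at 0.79 (17 of 26 higher, 1 lower) and immediate early genes at 0.92 (13 of 22 higher, 5 lower). Their commitment and fusion genes had a median of -0.22 (2 of 19 higher, 3 lower) and their sarcomere genes one of -0.04 (5 of 20 higher, 3 lower). Cluster 11, of 274 uninjured and 35 5 dpi cells counted as uncommitted, had *Calcr* among its 10 leading genes and medians of 1519 UMIs and 10.4% mitochondrial UMIs.

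The heat-shock genes *Hspa1a* and *Hspa1b* were lower at 5 dpi in endothelial-like cells as well. A response of the myogenic cells alone would leave *Hspa1a* there near 0, but it was -4.14 (95% counting interval -6.51 to -2.30). In FAP-like cells *Hspa1a* was at -1.32 (-2.87 to 0.30), which includes 0, and *Hspa1b* at -2.13 (-3.99 to -0.32). *Hspa1a* was at 145 and 0 CPM in immune-like, 582 and 0 in glial-like and 418 and 0 in pericyte-like cells. The uninjured cells of these types carried *Pax7* at 213, 676 and 164 CPM, so RNA of myogenic cells was among their counts. The 5 dpi values rest on 17, 7 and 7 cells, with upper bounds of 11.5, 59.3 and 119 CPM. No fall outside myogenic cells was read from these 3 types. Free RNA from myogenic cells would bring a small part of their level, as for *Pax7* (8.81%, 4.03 to 16.7), but *Hspa1a* in uninjured endothelial-like cells stood at 59.7% (43.7 to 79.7) of the myogenic CPM. Handling of the tissue could lower these genes in several cell types, as for *Hspa1b* at -3.82 in endothelial-like cells, but it cannot be told apart from injury of the whole muscle, since each group has 1 library. No alternative setting brought these genes near 0 in myogenic cells.

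Cluster 8, cycling cells with many UMIs (median 18649), came mostly from the uninjured library. Its uninjured cells carried *Hmga2* at 499 CPM, *Fosl1* at 82.2 and *Il33* at 46.5, genes named after their values were seen. They were at 15.03, 1.34 and 0.56 CPM in uninjured uncommitted cells and at 77.3, 7.43 and 5.24 in the other uninjured cycling progenitor-like cells. *Fosl1* and *Hmga2* were also among the leading genes of the unnamed cluster 17. Doublets with an uncommitted cell would bring 18.6% of that cell's *Calcr* level where it had the median depth, and cluster 8 held 1.31% (1.04 to 1.62). The number of UMIs alone would leave CPM values like those of the other uninjured cycling progenitor-like cells, which were named by the same markers, but *Pax7* was at 24.9% (22.4 to 27.7) and *Calcr* at 6.20% (4.79 to 7.94) of their level. Clustering had separated these cells by their expression, so such a difference is partly built in and cannot decide on depth. Ongoing regeneration in uninjured *mdx* muscle may hold such cells, which was not tested, and a difference between libraries stays open because the cluster is mostly of 1 library.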
